A study of Homo sapiens with 4 samples. Its data were reported in "Noncanonical functions of UGT2B17 promote castration-resistant prostate cancer progression" (2025).

How the data were processed

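RNA-Seq was analysed in 4 libraries of human prostate cancer cells. LNCaP95 is a subline of the LNCaP prostate cancer line that grows without androgen, and LN95(KO) is its derivative in which the gene UGT2B17 was targeted with CRISPR. Per the labels, 2 libraries came from LNCaP95 (replicates 1 and 2) and 2 from LN95(KO) (replicates 3 and 4). Cells were grown in medium with charcoal-stripped serum and received no treatment. Poly(A) RNA was selected with oligo(dT), and libraries were sequenced on the DNBseq platform. Groups were taken from the sample labels alone. The labels name LN95 as the cell line of all 4 libraries, while the description of the series names LNCaP for the knockout line, and the number of knockout clones was not given.

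The deposited values are raw counts of reads per gene. The authors aligned reads to hg19 with hisat2 (version 2.1.0) and counted them per gene with htseq (version 0.11.2) on GENCODE release 29. The file names state that strand was not used in counting, so reads of overlapping genes on opposite strands could not be separated. htseq leaves out reads that fall on more than 1 gene or align more than once, and close paralogs can lose or exchange reads at that step. Read length was not given. A table of the whole series held the same counts as the files of the single libraries, with 0 cells that differed. Each file listed 60880 genes followed by 5 summary lines, which were kept out of library sizes and tests. Reads on no feature made up 3.81% and 4.06% of all entries in LNCaP95 and 4.03% and 3.86% in LN95(KO). Ambiguous reads made up 10.4% and 10.2% against 9.85% and 9.82%, reads of low mapping quality 1.91% and 1.98% against 1.82% and 1.84%, and reads aligned more than once 3.79% and 3.80% against 3.79% and 3.86%. Reads not aligned made up 3.85% and 3.96% in LNCaP95 and 8.05% and 7.71% in LN95(KO).

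Gene symbols were assigned through Ensembl identifiers, of which 59899 matched and 981 did not. The unmatched identifiers held 0.0575% of gene reads. Coordinates, exon structure, transcript length and GC content came from GENCODE release 44 on GRCh37, the same build as the counts but a later release. Length and GC content were those of the longest annotated transcript.

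Depth ranged from 17330338 to 18813193 gene reads per library. A count of 0 allows up to 3 counts, which corresponds to 0.159 to 0.173 CPM (counts scaled by library size with the cpm function of edgeR) in these libraries. Intervals on shares are 95% Wilson intervals and intervals on count ratios are exact binomial intervals at the same level. Both cover counting error only, since PCR copies were not removed with molecular identifiers.

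Differential expression was tested with the quasi-likelihood test of edgeR (version 4.0.16, R version 4.3.3), with robust estimation, TMM factors and no covariate. Genes were kept by filterByExpr at its defaults (minimum count 10, minimum total count 15), which left 15626 genes. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p under 0.05 with a fold change over 2 in either direction, the thresholds of the study. Fold changes are LN95(KO) over LNCaP95. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. CPM values use TMM-scaled library sizes and are given as mean ± SD. For a gene with 0 reads in both libraries of a group, the fold was given as a bound against 3 counts. For a gene with 1 to 3 reads in a group, the ratio of pooled scaled counts was given with its counting interval.

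With 2 libraries against 2, the smallest two-sided permutation p is 0.333, so no permutation test could pass 0.05 and none was used. The adjusted p-values rest on the dispersion that edgeR shares across genes. They describe these cultures. Whether they cover differences between separately derived knockout lines is not known, since the number of clones was not given.

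Gene lists were tested with camera in limma (version 3.58.1) on log-CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over 11 lists. The S phase and G2/M phase lists were those distributed with the Seurat package. The other 9 lists were written by hand: homologous recombination and Fanconi anemia; damage checkpoint signalling; end joining, excision and mismatch repair; PERK and ATF4 targets; IRE1 and XBP1 targets; ATF6 targets; protein disulfide isomerases; androgen response; and p53 targets. The Hallmark sets that the study used were not used here. For single genes the study used DESeq2.

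Named genes followed a fixed rule. They are the genes the study measured by qPCR, the proteins it worked with, the UGT2B family, the 5 largest rises and 5 largest falls among called genes with a mean normalized count of at least 100, and the called member with the smallest adjusted p in each list. 1 of the genes under this rule is not reported here. Other names are stated to be chosen after their values were seen. Exon overlap is the share of a gene's exon bases that lie under exons of another annotated gene. Among genes named under the fixed rule it was over 10% for ATF5, CCND1, CHEK1, DDIT3, DERL3, TRGC1, UGT2B11 and XRCC3.

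The gene lists were written with the study's results known. From these libraries it had named cell cycle, G2/M checkpoint and DNA damage response, so rises of those lists are not independent evidence. The main tests, the gene lists, the rule for named genes and the first set of alternatives were fixed before the data were examined. That set was DESeq2 (version 1.42.0), RLE factors, library totals, upper-quartile factors, no filter, a mean of at least 10 counts, estimation without robust weighting, glmTreat, an adjusted p of 0.01, no fold criterion, fry, camera with an estimated correlation, preranked fgsea (version 1.28.0), changes of list membership, and leaving out each library in turn. Leaving out mitochondrial genes was added after seeing the data. Leaving out a library left 1 library in a group, so those values carry no test. The count of genes was then the number of called genes that stayed past a 2-fold change in their direction.

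The count tests were run on simulated data drawn from the means, dispersions and library sizes of these libraries, with 200 genes changed. For the comparison of LN95(KO) with LNCaP95 on 15626 genes, edgeR recovered 99% of the changed genes with 6 false calls among 204. DESeq2 recovered 94% with 3 false calls among 191. The changed genes were drawn from those above a floor of mean counts, and all changed past 2-fold. Recovery at low counts or close to a 2-fold change was therefore not tested. Far fewer genes changed than the 2811 called here, so scaling under such wide change was not tested either.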

Results

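RNA-Seq counts were obtained from LNCaP95 cells and from LN95(KO) cells, with 2 libraries in each group. Gene reads numbered 18813193 and 18726331 in LNCaP95 replicates 1 and 2, and 17330338 and 17986453 in LN95(KO) replicates 3 and 4. Between 23775 and 24173 genes had at least 1 read. Gene reads made up 76.2% and 76.0% of all entries in the LNCaP95 libraries and 72.5% and 72.9% in the LN95(KO) libraries. The replicates of each group differed by more than sampling noise, with a chi-square per degree of freedom of 2.44 in LNCaP95 and 3.58 in LN95(KO), and were treated as separate libraries. The biological coefficient of variation shared across genes was 4.27%.

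UGT2B17, the gene the knockout was aimed at, was examined first. UGT2B17 (ENSG00000197888.2_2) is a protein-coding gene with 7 exon blocks on the minus strand of chromosome 4, positions 69402891 to 69442131 of GRCh37. UGT2B17 had 2788 and 2748 counts in the LNCaP95 libraries and 21 and 20 counts in the LN95(KO) libraries. The level fell from 151 ± 0.721 CPM to 1.14 ± 0.064 CPM (SD, n = 2 libraries in each group). The log2 fold change was -7.04 with a standard error of 0.10 (adjusted p 1.18e-18, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out LN95(KO) replicate 3 moved it most, to -7.09.

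The other UGT2B genes on chromosome 4 are paralogs of UGT2B17 and can exchange reads with it, so their values are uncertain to that extent. Of the 100-base windows of UGT2B15 transcripts, 12.4% occurred unchanged in UGT2B17, against 0 windows of UGT2B11 or UGT2B28. With windows of 50 bases, the share for UGT2B15 was 26.7%. A read that lies wholly in such a window would align more than once and be left out by htseq. UGT2B15 (positions 69512315 to 69536370) had 430 and 361 counts in LNCaP95 and 68 and 86 in LN95(KO), a log2 fold change of -2.33 (SE 0.14, adjusted p 1.37e-10, edgeR). UGT2B28 had 5 and 11 counts in LNCaP95 and 89 and 120 in LN95(KO), a log2 fold change of 3.72 (SE 0.31, adjusted p 1.29e-08, edgeR). It was 4.39 without LNCaP95 replicate 2. UGT2B4 rose by 1.98 on the log2 scale and was also called. UGT2B11 rose by 0.82, short of a 2-fold change. It shares 18.5% of its exon bases with another annotated gene. UGT2B7 had between 11 and 17 counts per library and no detectable change at this depth. UGT2B10 had 1 to 3 counts per library and was not tested. Of the 6 family members tested, 2 were called higher and 2 lower, and the same numbers were obtained when adjusted over the list alone. The directions of the 6 held under DESeq2, RLE factors and library totals, and that of UGT2B7 changed between the fits that each left out one library (-0.43 to 0.23).

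**Figure D1:**
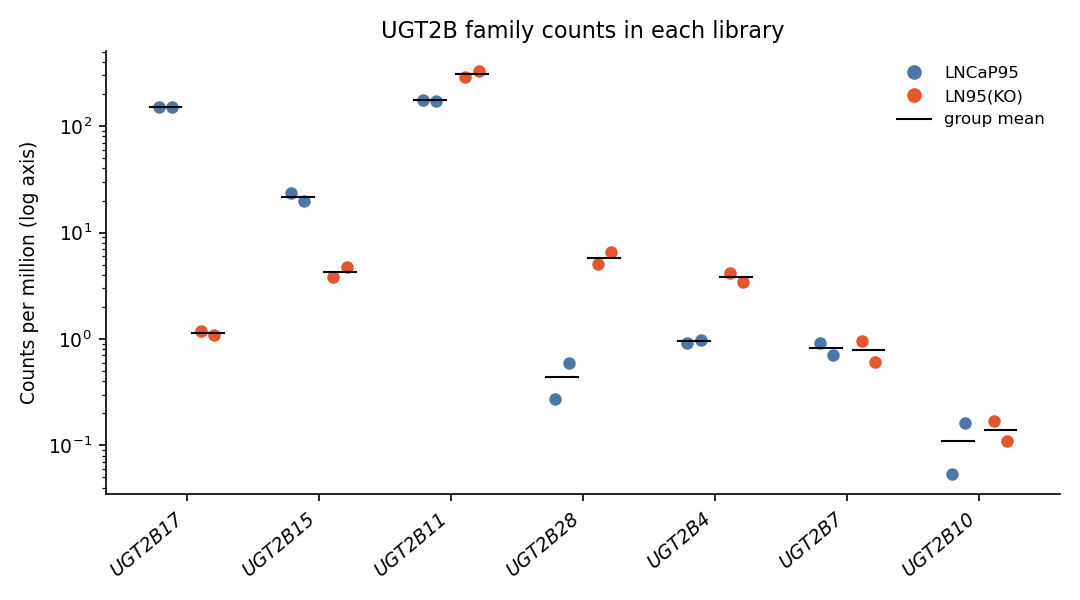
Expression in CPM of the 7 UGT2B genes in each of the 4 libraries on a log axis, with points for libraries and black lines for group means. UGT2B17 lay near 151 CPM in LNCaP95 and near 1.14 CPM in LN95(KO), and UGT2B28 and UGT2B4 were higher in LN95(KO).

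All genes were then compared between the groups, the question being which genes differ where UGT2B17 is knocked out. Of 15626 genes tested, 2811 (18.0%) were called, with 1384 higher and 1427 lower in LN95(KO). The called genes included 2141 protein-coding genes. The largest move under an alternative came from dropping the fold criterion, which gave 9349 genes with an adjusted p under 0.05. DESeq2 called 2304 genes, of which 2254 were also called by edgeR. The groups did not overlap in 12465 of the tested genes, or 79.8%, where chance gives 33.3% for 2 libraries against 2. By fitted values the fold change exceeded 16 in 266 called genes. In 31 called genes both LNCaP95 libraries had 0 reads, and in 30 both LN95(KO) libraries had 0 reads.

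Among called genes with a mean normalized count of at least 100, the largest rises were those of HPGD, ADGRF1, TRGC1, ST6GALNAC1 and FAM110B. HPGD on chromosome 4 (175411326 to 175444305) had 0 reads in both LNCaP95 libraries and 1326 and 1596 in LN95(KO), at least 996-fold higher. ADGRF1 was at least 296-fold higher and TRGC1 at least 139-fold higher. TRGC1 shares 35.4% of its exon bases with another annotated gene, so its count is uncertain. ST6GALNAC1 had 1 count in each LNCaP95 library and 1639 and 1694 in LN95(KO), a ratio of 1705 (95% counting interval 472 to 14082). FAM110B had 2 counts in LNCaP95 in all, both in replicate 2, and a ratio of 582 (161 to 4812). Its fitted log2 fold change of 9.01 was 12.17 without that library.

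The largest falls were those of ST8SIA4, WDR72, LUZP2, SPAG16 and DAB1. ST8SIA4 on chromosome 5 (100142637 to 100238986) had 2940 and 2830 counts in LNCaP95 and 1 and 0 in LN95(KO), a ratio of 5641 (95% counting interval 1012 to 222840). LUZP2 had 3901 and 3816 counts in LNCaP95 and 2 and 1 in LN95(KO), a ratio of 2515 (860 to 12197). DAB1 had a ratio of 1858 (514 to 15347). The few LN95(KO) counts of ST8SIA4 and DAB1 came from 1 library each. The fitted log2 fold change of ST8SIA4 was -12.14 and became -14.49 without LN95(KO) replicate 3, and that of DAB1 was -10.69 and became -13.87 without LN95(KO) replicate 4. WDR72 and SPAG16 had 0 reads in LN95(KO) and were at least 208-fold and at least 139-fold lower.

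**Figure D2:**
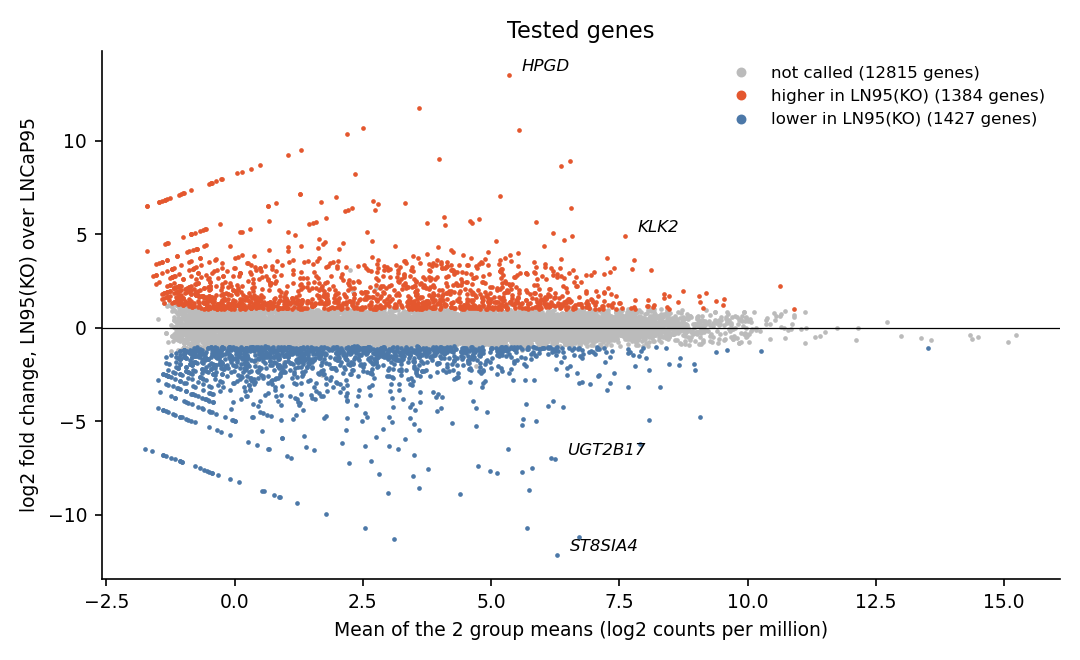
Fitted log2 fold change of LN95(KO) over LNCaP95 against the mean level of each of the 15626 genes tested, in log2 CPM. The 1384 genes called higher are in red and the 1427 called lower in blue; fitted values of genes with 0 reads in a group depend on the prior count.

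Cell cycle and DNA damage response genes were compared as fixed lists, tested with camera at a preset correlation and adjusted over 11 lists. The study had named these themes from the same libraries, so their passing is not independent evidence. The alternative that moved the G2/M phase result most was an estimated correlation, with an adjusted p of 0.314 at an unchanged median. The G2/M phase list had a median log2 fold change of 2.76, with 52 of 54 members higher and 46 called higher (adjusted p 8.45e-27). The S phase list had a median of 1.35, with 39 of 42 tested members higher and 27 called higher (adjusted p 2.14e-13). The homologous recombination and Fanconi anemia list had a median of 1.18, with 33 of 39 tested members higher, 20 called higher and 1 called lower (adjusted p 3.4e-07). The member called lower was BARD1 (log2 fold change -1.86), named after its value was seen. The damage checkpoint signalling list had a median of 0.45, with 26 of 26 members higher and 10 called higher (adjusted p 4.92e-07). End joining, excision and mismatch repair had a median of 0.15, with 24 of 38 tested members higher and 4 called higher, and did not pass (adjusted p 0.0925). The 4 were NEIL3, PARP2, DDB2 and LIG1, of which DDB2 and LIG1 are named after their values were seen. The counts of calls in these 5 lists were the same when adjusted over the list alone. The members with the smallest adjusted p were CENPF, ATAD2, BRCA1, CDC25C and NEIL3.

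The preset correlation matters for these tests. Camera passed 8 of the 11 lists, and all 8 also passed fry. Fry does not set list members against other genes, and it passed 10 of the 11 lists. With 9349 genes at an adjusted p under 0.05, passing fry adds little. With a correlation estimated from the data, on 2 residual degrees of freedom, 0 lists passed after adjustment and 1 had an unadjusted p under 0.05. Adjusted p then lay between 0.314 and 0.544. Preranked fgsea passed 5 lists.

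Of the 8 DNA damage response genes with qPCR measurements, 7 were called higher, both over all genes tested and when adjusted over the list alone. These genes were chosen for qPCR on these samples, so that count is not independent evidence. Their median log2 fold change was 1.96. BRCA1 rose from 8.70 ± 0.0473 to 48.0 ± 1.99 CPM (SD, n = 2 libraries each), a log2 fold change of 2.46 (SE 0.09, adjusted p 2.07e-13, edgeR). The largest of the 8 changes was that of BRCA2, at 2.82 (SE 0.15). PRKDC rose by 0.57, short of a 2-fold change. PARP2 rose by 1.08, and by 0.96 without LN95(KO) replicate 4. XRCC3 was called higher, with 76.7% of its exon bases under exons of another gene; the share was 13.4% for CHEK1. Of the 8 cell cycle genes with qPCR primers in the study, 7 were tested and 6 were called higher, with the same number adjusted over the list alone. How they were picked was not stated, so that count is not taken as independent evidence. Their median was 2.89. AURKB rose most, from 3.51 ± 0.673 to 58.0 ± 7.48 CPM, a log2 fold change of 4.05 (SE 0.13, adjusted p 3.33e-14, edgeR). CCND1, which shares 10.4% of its exon bases, rose by 0.28 and was not called. CCNA1 had 0 reads in all 4 libraries.

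**Figure D3:**
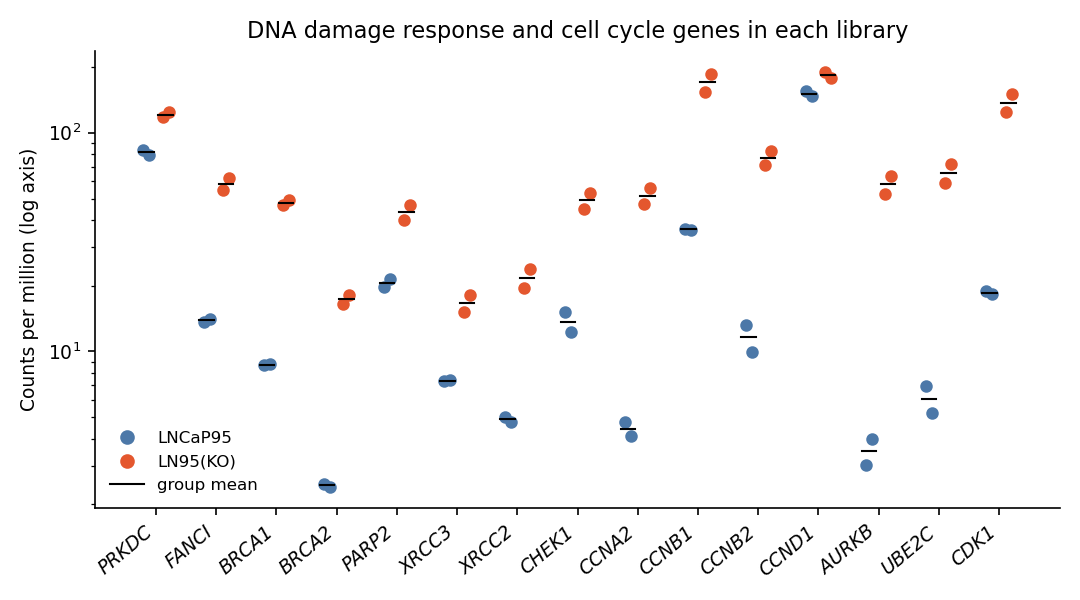
Expression in CPM of 15 DNA damage response and cell cycle genes in each library on a log axis, with points for libraries and black lines for group means. Both LN95(KO) libraries lay above both LNCaP95 libraries for each gene shown, from CCND1 with a log2 fold change of 0.28 to AURKB with 4.05.

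Genes of the unfolded protein response were compared next, since the study linked UGT2B17 to protein folding. PERK and ATF4 targets had a median log2 fold change of -0.45, with 17 of 23 members lower and 1 called lower, ATF5 (adjusted p 6e-04, camera). Exons of another gene cover 22.1% of the exon bases of ATF5. IRE1 and XBP1 targets had a median of -0.30, with 17 of 21 members lower and 1 called lower, DNAJB9 (adjusted p 0.000731). ATF6 targets had a median of 0.31, with 12 of 16 members higher and 1 called higher, DERL3 (adjusted p 0.00786). Exons of another gene cover 77.0% of the exon bases of DERL3. The 21 protein disulfide isomerases, of which 17 were tested, had a median of 0.06, with 10 higher and 7 lower, and did not pass (adjusted p 0.315). DNAJC10 was called lower (-1.30) and AGR2, named after its value was seen, was called higher (1.15). The counts of calls were the same when adjusted over the list alone. Under preranked fgsea the 3 response lists no longer passed.

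Of the 8 unfolded protein response genes with qPCR measurements, 0 were called, and 0 when adjusted over the list alone. An adjusted p under 0.05 at a smaller fold was found for 5 of them, and 5 had an unadjusted p under 0.05. XBP1 had 12816 and 12456 counts in LNCaP95 and 6515 and 6795 in LN95(KO), a log2 fold change of -0.89 (SE 0.05, adjusted p 2.05e-11, edgeR). These are counts of the whole XBP1 gene and do not separate the spliced form that the qPCR measured. DDIT3, with 39.6% of its exon bases under exons of another gene, changed by -0.19 (SE 0.07, adjusted p 0.0165, edgeR). Its adjusted p ranged from 0.0173 to 0.0815 over the alternatives, and its change was -0.09 without LN95(KO) replicate 4 and -0.30 without LN95(KO) replicate 3. PDIA4 rose by 0.60, SEL1L changed by -0.33 and EDEM1 rose by 0.14, the last with an adjusted p of 0.00535 to 0.182 over the alternatives. PPP1R15A, PMAIP1 and HYOU1 did not differ beyond the replicate error, except HYOU1 under library totals (adjusted p 0.0282, range 0.0282 to 0.332). The study ran this qPCR over doses of thapsigargin, an inducer of endoplasmic reticulum stress, while these libraries were untreated. It reported higher basal PERK and IRE1 signalling in LN95(KO), from transcripts and phosphorylated proteins. DDIT3, PPP1R15A and PMAIP1 showed no such rise here, and the PERK and IRE1 target lists had negative medians.

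Among the genes named here for proteins handled in the study, UGT2B17 alone was called, also when adjusted over the list alone. SRC rose by 0.62 and PTPN1 by 0.60 on the log2 scale. GANAB rose by 0.14. ATM, ATR, ERP44, HSPA5, PDIA3 and P4HB did not differ beyond the replicate error. The estimates for HSPA5 and P4HB changed sign under scaling by library totals, and that of ATM did so without LN95(KO) replicate 3 (-0.01).

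Androgen response and p53 targets were the remaining lists. The androgen response list had a median log2 fold change of 1.71, with 28 of 29 tested members higher and 24 called higher (adjusted p 7.06e-17, camera). The exception was KLK4 at -0.32, named after its value was seen. The median was the same with its 2 members at 0 reads in LNCaP95 set to their bound, and the number of calls was the same when adjusted over the list alone. KLK2 on chromosome 19 (51364824 to 51383823) had 236 and 225 counts in LNCaP95 and 6946 and 6638 in LN95(KO), a log2 fold change of 4.91 (SE 0.07, adjusted p 8.55e-19, edgeR). The p53 targets had a median of 0.11, with 17 of 28 members higher, and did not pass (adjusted p 0.17). EDA2R, FAS and DDB2 were called higher, named after their values were seen, and SPATA18 was called lower. Exons of another gene cover 25.7% of the exon bases of FAS. The counts of calls were the same when adjusted over the list alone.

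**Figure D4:**
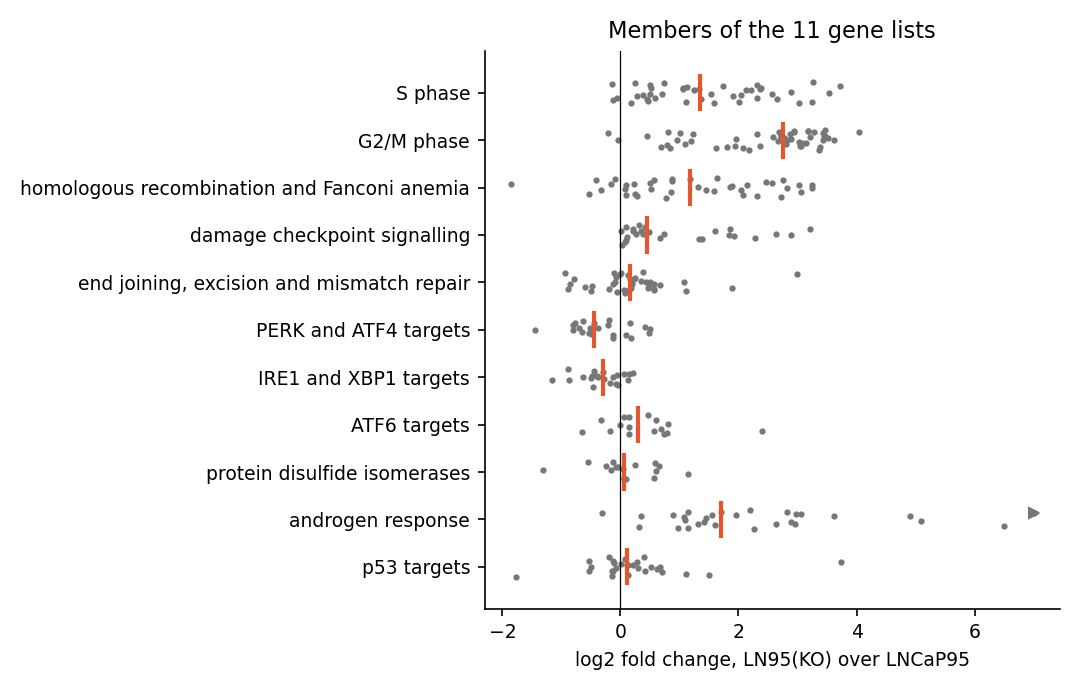
Log2 fold changes of LN95(KO) over LNCaP95 for the tested members of the 11 gene lists, with points for genes and red bars for list medians. The G2/M phase (2.76), androgen response (1.71) and S phase (1.35) medians lay farthest from 0; HPGD lies beyond the axis and is drawn as an arrowhead at its edge.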

Values the study reported

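The study reported 1,546 genes altered between LNCaP95 and LN95(KO) cells at a fold change above 2 and an adjusted P below 0.05. It stated that at least 54 of the altered genes belong to the DNA damage response, and that 8 of them were measured again by real-time qPCR.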

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

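The tests on unaligned reads and the shares among aligned entries were chosen after the shares had been seen. The share of reads that did not align was higher in the LN95(KO) libraries than in the LNCaP95 libraries, a signal in the summary lines that no comparison of the report uses. It was 8.05% (95% Wilson interval 8.04 to 8.06) and 7.71% (7.70 to 7.72) in LN95(KO), against 3.85% and 3.96% in LNCaP95. The lowest LN95(KO) share was 7.707%. Means differed by 3.98 percentage points. Among aligned entries, reads of low mapping quality made up 1.99% and 2.06% in LNCaP95 and 1.98% and 1.99% in LN95(KO), with 1.9927% as the highest LN95(KO) share, so the groups overlapped. Lower read quality or degraded RNA, and reads from another organism or from a vector, cannot be told apart here, because neither the reads nor their base qualities were analysed. The 3.98 points are the amount such a source would have to fill. Whether the class differs for a biological reason tied to the knockout was not tested.

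The share of reads aligned more than once, among aligned entries, was also higher in LN95(KO), at 4.12% and 4.19% against 3.94% and 3.96% in LNCaP95. This too lies in the summary lines. The lowest LN95(KO) share was 4.1158%. Among aligned entries the shares of reads on no feature and of ambiguous reads overlapped between the groups. No explanation of the higher share, technical or biological, was tested.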

How the results depend on the processing

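Leaving out mitochondrial genes was chosen after seeing the data; the other alternatives were fixed beforehand. No paired analysis was possible because the groups share no replicate numbers. The table of the whole series held the same counts as the single files and gave no separate value.

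The count of 2811 called genes stayed within 1.5 times under 9 of 11 alternatives, from 2304 with DESeq2 to 3362 without a filter. It fell to 1687 under glmTreat against a 2-fold change (845 higher, 842 lower) and rose to 9349 without a fold criterion (4650 higher, 4699 lower). Both follow from the criteria themselves, 1 stricter and 1 looser. All 1687 genes were among the 2811. DESeq2 shared 80.2% of the edgeR calls, and 554 calls were over its adjusted p threshold. Without mitochondrial genes 2807 genes were called, but that setting barely moved any list median (2.7565 for G2/M phase) and says little about stability. Of the called genes, from 2592 to 2682 stayed past a 2-fold change in the same direction across the 4 fits that each left out one library, 1284 to 1317 of them higher and 1308 to 1377 lower. The share of calls that were higher moved from 49.2% to at most 52.6% (library totals) and at least 46.9% (upper quartile).

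UGT2B17 kept its direction and its call under 7 alternatives, from -7.07 to -6.98, and lay between -7.09 and -6.98 without one library.

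With an estimated correlation in camera 8 lists no longer passed, all at an adjusted p of 0.314: S phase (median 1.35), G2/M phase (2.76), homologous recombination and Fanconi anemia (1.18), damage checkpoint signalling (0.45), PERK and ATF4 targets (-0.45), IRE1 and XBP1 targets (-0.30), ATF6 targets (0.31) and androgen response (1.71). That correlation rests on 2 residual degrees of freedom; the cause was not tested further. Preranked fgsea also lost PERK and ATF4 targets (-0.45, adjusted p 0.172), IRE1 and XBP1 targets (-0.30, 0.152) and ATF6 targets (0.31, 0.152), and the cause was not tested. Without genes of more than 1 list, ATF6 targets had a median of 0.15 (adjusted p 0.0568), with fewer genes tested. Fry passed end joining, excision and mismatch repair (0.15, adjusted p 0.0252) and protein disulfide isomerases (0.0590, 0.0115). It does not set list members against other genes as camera does, and the cause was not tested further. Over alternatives, adjusted p reached 0.314 at most for those 8 lists, from a lowest value of 1.3e-13 (S phase), 2.2e-27 (G2/M phase), 2.87e-07 (homologous recombination), 4.51e-07 (checkpoint), 0.000248 (PERK), 0.000281 (IRE1), 0.00551 (ATF6) and 4.78e-17 (androgen response). It ranged from 0.0252 to 0.544 for end joining, excision and mismatch repair, and 0.0115 to 0.79 for protein disulfide isomerases. No list changed direction in any alternative or without one library. Without one library the G2/M phase median lay between 2.61 and 2.87 and that of androgen response between 1.69 and 1.73.

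For 58 other named genes, 172 of 174 values under DESeq2, RLE factors and library totals kept direction and call. The 2 exceptions were HSPA5 (0.0525) and P4HB (0.0123) under library totals, which changed sign near 0. The library totals raised the median of all tested genes from -0.01 to 0.05. Without one library, 14 of 232 values moved by more than the replicate spread and 0 called genes changed direction. FAM110B ranged from 8.09 to 12.17, DAB1 from -13.87 to -9.79, ST8SIA4 from -14.49 to -11.27 and UGT2B28 from 3.26 to 4.39. DDIT3 ranged from -0.30 to -0.09. PARP2 ranged from 0.96 to 1.18, across the 2-fold line. ATM, HSPA5, PMAIP1, PPP1R15A and UGT2B7, not called, changed sign in at least 1 of these fits. At 0 to 3 counts in a group, depth limits the folds of HPGD, ADGRF1, TRGC1, WDR72, SPAG16, ST6GALNAC1, FAM110B, ST8SIA4, LUZP2 and DAB1 to bounds or wide intervals.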

Other observations

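Chosen after the results were seen were the tests on admixture, on loss of UGT2B15 copies, on loss or gain of single genes, on mitochondrial genes and their share, on cell line origin, on running medians with full windows, on the block of chromosome 4, on DDIT3 under the scalings, and on cycling cells, the last from an alternative fixed beforehand.

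The count of called genes here was 2811 with edgeR and 2304 with DESeq2, the tool of the study. Both are higher than the value quoted from the study above.

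Large changes were found in both directions, with 266 called genes past a fitted 16-fold change, 31 called genes at 0 reads in both LNCaP95 libraries and 30 at 0 reads in both LN95(KO) libraries. Full replacement of the LN95(KO) cultures by a cell line from another tissue is argued against by 7 of 7 prostate lineage genes. They lay at over 10 CPM in every library, HOXB13 among them. That floor cannot exclude a share of other cells, since HOXB13 had at least 550 CPM in LNCaP95. HOXB13 is named after its values were seen, and some of the 7 moved, with 4 called higher and 2 called lower. In these data, another LNCaP subline or a diverged clone as the origin of LN95(KO) cannot be told apart from the knockout itself. The number of knockout clones behind the libraries was not given, and the line differs wherever the genotype does. The 266 genes would fit either. The study reported that LN95(KO) was made from LNCaP95. It also reported, from other libraries, that returning UGT2B17 to LN95(KO) globally rescued the changes by gene set enrichment. Those libraries were not analysed here. GC content and transcript length leave most calls in place, with 95.7% of called genes past a 2-fold change once that trend was taken off. That trend explained 0.477% of the variance of the log2 fold changes. The fall of the mitochondrial share can raise every other gene by 0.12 on the log2 scale with no scaling factor, far short of a 2-fold change, which argues against it. Leaving the mitochondrial genes out before scaling was tried first and moved almost nothing, so it decided nothing. Loss or gain of single genes cannot be told apart from regulation, for the 30 genes at 0 reads in LN95(KO) or for others, since no DNA was measured.

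Neighbouring genes shifted together in 1 of 2 versions of a test. It asked for an SD of running medians above that of every shuffled gene order. The version run first, with windows shortened at chromosome ends, missed this, at 0.1441 against at most 0.1512 and with 1 of 1000 orders at or above it. With full windows of 51 genes, adopted after that result was known because the shortened ones hold few genes, the SD was 0.1308 against at most 0.0967, with 0 of 1000 orders at or above it. The share of calls given below was 92.3% with the first version. Chromosome 4 had a median log2 fold change of -0.24, with 64.8% of 576 genes lower, the lowest median among chromosomes 1 to 22 and X. Runs of at least 20 genes with running medians past 0.3 in size numbered 7, of which 6 were lower. On chromosome 4 they lay at 0.1 to 27.0, 38.7 to 57.3 and 156.8 to 170.7 megabases, with medians of -0.55, -0.47 and -0.39. Others lay on chromosomes 5 (-0.51), 11 (-0.59) and X (-0.45), and 1 higher run on chromosome 15 (0.15). These genes were chosen for the pattern, so their medians test nothing. With every other gene of chromosome 4 and a shorter window, a single block was located from 1.2 to 57.3 megabases, across the gap between the first pair of runs. Of the 92 genes left out when it was located, 73 were lower, with a median of -0.40. Chromosome 4 had been picked from all its genes, these 92 included, so their being lower was largely fixed beforehand and tests nothing. The same holds for an earlier version on all genes of the block. The median was -0.48 in the more weakly expressed 46 genes and -0.40 in the other 46. It was -0.42 after the GC and length trend was taken off, which argues against that trend. Fewer copies of this part of chromosome 4 in LN95(KO) cannot be told apart from coordinated regulation, since no DNA was measured and no independent genes were left to test. UGT2B17 lies outside the block. Copy number differences that span many neighbouring genes are argued against as the source of most calls, as 92.8% of called genes stayed past a 2-fold change after the running median was taken off. Changes of single genes were not reached by that test.

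The androgen response list rose, and its median was 1.68 after the GC and length trend was taken off, which argues against that trend as the whole source. Its cause was not tested further; hormone levels were not measured in these data, and a difference between clones stays open.

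The G2/M phase median was 2.70 after the GC and length trend was taken off, which argues against that trend as the whole source. The lower mitochondrial share can raise every gene by 0.12 at most with no scaling factor, against a list median of 2.76, which argues against it. The rise of the homologous recombination and Fanconi anemia list may follow a higher share of cycling cells. Without S and G2/M phase genes, 36 of its 39 tested members were left, with a median of 0.87 (adjusted p 4.81e-06, camera). The damage checkpoint signalling list then had a median of 0.42 (adjusted p 4.81e-06, camera). End joining, excision and mismatch repair had 0.14 (adjusted p 0.159, camera). Most members stayed in the list, so these values cannot decide for or against cycling cells. Cell density at harvest and the share of cells in each phase were not measured in these data. An effect of the knockout on repair genes themselves stays open. In separate cultures, the study reported reduced proliferation of LN95(KO) cells and delayed progress through G2/M after synchronization. It proposed that the rise of mitosis and DNA damage response genes may compensate for increased DNA damage.

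The remaining UGT2B17 counts, 41 over both LN95(KO) libraries, were 0.758% of the LNCaP95 level (95% interval 0.543 to 1.03). Admixture of LNCaP95 cells as the whole source is argued against by 4 genes with a mean of at least 500 counts in LNCaP95 that kept a smaller share, beyond counting error. They were ST8SIA4, LUZP2, DAB1 and PRSS1, the last named after its values were seen. The lowest share was that of ST8SIA4, at 0.0177%.

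UGT2B15 fell beside UGT2B17. A deletion or silenced block around UGT2B17 is argued against, for the whole megabase on either side, by 4 of 11 tested neighbours that were called higher. They were UGT2B28, UGT2B4, TMPRSS11E and ENSG00000250696, the last pair named after their values were seen. Loss of every copy of UGT2B15 is argued against by the 19.9% of its level that remained (95% interval 16.6 to 23.7, counting error only), as far as exact matches go. Of its 100-base windows, 0 occurred in annotated transcripts of any gene but UGT2B17, of which 41 counts were left against 154 of UGT2B15. Of its 2085 windows of 50 bases, 7 occurred in genes other than UGT2B17. Read length was not given, so which size applies is not known. Reads of paralogs placed on UGT2B15 with mismatches were not analysed. A read that lies wholly in a shared window would align more than once and be left out by htseq. The shared part, 12.4% of 100-base windows and 26.7% of 50-base windows, therefore measures reads lost, not reads exchanged. Reads of UGT2B17 placed on UGT2B15 with mismatches cannot be told apart from a real fall, because the reads were not analysed. Loss of some copies or lower transcription stays open.

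The mitochondrial share of gene reads was 22.3% and 23.0% in LNCaP95 and 16.3% and 15.6% in LN95(KO). All 13 protein-coding mitochondrial genes were lower, which argues against a few genes taking the loss, and their median log2 fold change was -0.55. RNA handling was not tested and stays open beside a difference between the lines.

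The arms of the unfolded protein response moved apart, with PERK and IRE1 lists lower and ATF6 targets higher. Scaling as the source of the lower XBP1 counts is argued against by -0.84 as the smallest change over 4 scalings. DDIT3 kept its sign, with -0.14 as the smallest change, but its adjusted p was 0.0815 under library totals (range over the alternatives 0.0173 to 0.0815). DESeq2 gave an adjusted p of 0.0657 at a change of -0.20, so the missed threshold was not tied to scaling alone. The change of DDIT3 was -0.09 without LN95(KO) replicate 4 and -0.30 without LN95(KO) replicate 3. A fall of DDIT3 cannot be told apart from an effect of scaling, since no value decides. The differences between the lists were not tested.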
